A study of Mus musculus with 9 samples. Its data were reported in "Elevated MyoD1 levels expand genome-wide binding and the repertoire of regulated genes" (2026).

How the data were processed

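CUT and RUN maps where a protein sits on chromatin: an antibody held on the permeabilised nucleus carries micrococcal nuclease to the protein, and the DNA cut free around it is sequenced. The antibody was anti-Flag M2, and the protein was MyoD1, a muscle transcription factor tagged with Flag and Halo both at its own locus and in a doxycycline-inducible transgene. The cells were C2C12, a mouse myoblast line. Cultures were switched to differentiation medium with or without doxycycline (dox) and collected after 6 h. There were 3 biological replicates without dox (no dox) and 3 with dox (+dox). The 3 wild-type libraries of the series, made with the same antibody in cells without a Flag tag, were not analysed here, so no background measured in untagged cells stands beside the values.

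The authors processed the reads with nf-core/cutandrun 3.2.2 on the mouse build mm10, removed blacklisted regions, scaled coverage to library size (CPM), and called peaks in each library on its own with SEACR in relaxed mode. The methods list the settings changed from the pipeline defaults, and those for a control library or a numeric threshold are not among them. No library is named as a control for peak calling. Each deposited peak list gives an interval, its total signal (coverage per base, in CPM, summed over the interval), its maximum signal, and the stretch where the maximum was reached. The signal values are the authors' own. They were used here to describe, rank or filter peaks within a list, apart from a comparison over regions called in all 6 libraries. CPM values carry no spike-in scale, so a list says nothing about absolute amounts of bound protein. All interval ends lay on a grid of 50 bp, and 0 peaks ended past the end of a chromosome of GRCm38, which is the assembly behind mm10. Coordinates are given on that build, counted from 1, with GENCODE M21 as annotation.

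The lists hold no read totals. Maximum signals in each list were whole multiples of one step in 100% of peaks. That step is the worth of 1 alignment in CPM and gave the depth of each library. On simulated lists the depths returned were off by at most 9.59e-06%. Whether the pipeline counted reads or fragments was not stated, so depths are given in alignments. The libraries held between 2868000 and 8030000 alignments, rounded to the nearest 1000. Relaxed calling has no common floor: the lowest total signal of a list lay between 336 and 904.

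Peaks of a group were merged where they overlapped or touched, and a region was kept as consensus when at least 2 of 3 libraries had a peak in it. Core targets are the no dox consensus regions. Expanded targets are +dox consensus regions that overlap no Core region by 1 bp or more. The 2 of 3 rule and both sets follow the study. The study states no overlap rule, so that of 1 bp was chosen here. On 6 simulated lists with 9900 planted sites, 826 sites met the 2 of 3 rule with dox alone and 541 without dox alone. These include sites planted in both conditions whose peaks were missed at random. All were returned, with 1 other region in each set, where noise peaks of a pair of lists fell on one place. The simulated lists were alike in length, unlike the real ones. So this checks the merging, and not how often missed peaks make a region look specific to one condition.

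A peak was counted as holding CAGCTG, the E-box that MyoD1 prefers, when the sequence lay within the interval extended by 100 bp on each side. A peak was counted as a promoter peak when its centre lay within 1 kb of an annotated transcription start site. Core shares came from the 3 no dox lists and Expanded shares from the 3 +dox lists. Height ranks are percentiles of maximum signal within a list. Similarity of a pair of libraries is the Jaccard index, the bases in both lists over the bases in either.

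Group means of 3 libraries were compared with exact two-sided permutation tests over the 20 assignments of 3 and 3 libraries, where the smallest possible p is 0.1. Height ranks, measured within the +dox lists, were compared with an exact two-sided sign-flip test over 8 sign patterns, where the smallest possible p is 0.25. Counts of regions and similarity were set against the 10 splits of the 6 libraries into 3 and 3. So no comparison could reach the usual level of significance. The 8 tests formed one family for Benjamini-Hochberg adjustment. Intervals on shares are 95% Wilson intervals, which cover counting error only.

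The loci named were fixed before the data were examined: Mef2a, Id3, Myod1, Myog, Mymk, Mymx, Cdh15, Cdh23, Cadm4, Itga3 and Mcam, each with 10 kb on either side. The regions named are the 5 Core regions called in all 6 libraries with the highest mean height rank, and the 5 Expanded regions called in 3 of 3 +dox and 0 of 3 no dox libraries with the highest mean height rank in the +dox lists. Alternatives chosen in advance left out each library in turn, gave all lists an equal length, applied one threshold to all lists, asked for 3 of 3 libraries, reduced peaks to windows around their maximum, and changed the overlap rule, the rank, the motif window, the promoter distance and the pairing of libraries. Scripts used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.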

Results

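MyoD1 binding was mapped by CUT and RUN in C2C12 myoblasts that carry Flag-Halo tagged MyoD1 at its own locus and a dox-inducible copy. The lists hold 116126 peaks over 6 libraries, 3 collected without dox and 3 collected 6 h after dox was added together with differentiation medium. The comparison asks how binding at endogenous MyoD1 levels (no dox) differs from binding at raised levels (+dox).

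The lists differed in depth and length within groups. No dox replicates 1, 2 and 3 had 9389, 13877 and 13403 peaks at depths of 4297000, 4429000 and 4667000 alignments. The +dox replicates 1, 2 and 3 had 12536, 13260 and 53661 peaks at depths of 2868000, 3597000 and 8030000 alignments. The mean was 12223 ± 2466 peaks (SD, n = 3) without dox and 26486 ± 23537 (SD, n = 3) with dox. The difference was smaller than the spread between +dox replicates (exact two-sided permutation p = 0.6, adjusted p = 0.6 over 8 tests). Leaving out +dox replicate 3 moved it most, to a difference of 675 peaks. Over the 6 libraries the number of peaks and depth had a Pearson r of 0.925 (exact two-sided permutation p = 0.0694, adjusted p = 0.104) and a Spearman rho of 0.771 (exact two-sided permutation p = 0.103, adjusted p = 0.103), adjusted over the 3 relations with depth that were computed. Without the 2 libraries farthest from the median depth r was -0.00752, so the relation rests on those libraries.

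**Figure D1:**
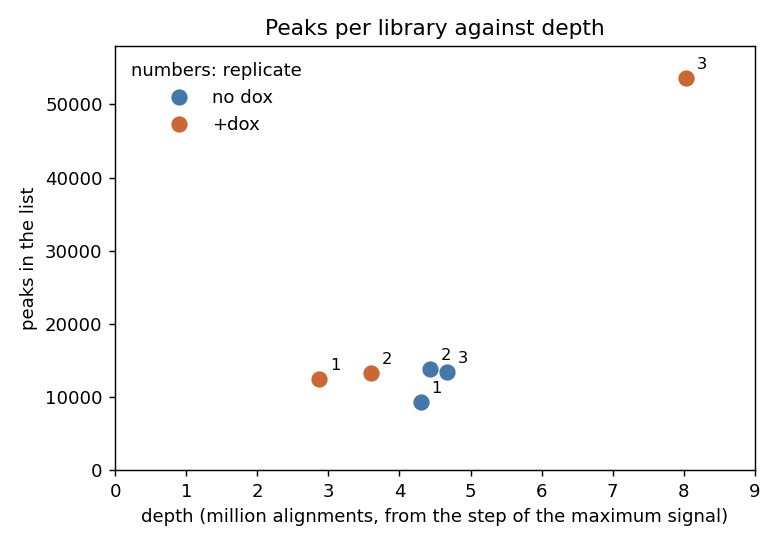
Number of peaks in each list (vertical axis) against depth in alignments (horizontal axis) for the no dox and +dox libraries, with the replicate number beside each point. Of the 6 libraries, +dox replicate 3 stands apart with 53661 peaks at 8030000 alignments.

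Peaks were not of one width. Median widths were 750, 850 and 1050 bp in no dox replicates 1, 2 and 3 and 550, 700 and 850 bp in +dox replicates 1, 2 and 3. The group means of 883 ± 153 bp and 700 ± 150 bp (SD, n = 3 each) did not separate (exact two-sided permutation p = 0.3, adjusted p = 0.6). Median width and depth had a Pearson r of 0.486 (exact two-sided permutation p = 0.336, adjusted p = 0.336) and a Spearman rho of 0.899 (exact two-sided permutation p = 0.0278, adjusted p = 0.0417) over the 6 libraries, and r was 0.826 without the 2 libraries farthest from the median depth. The third relation computed, that of median maximum signal, is not read here, since each list holds other peaks. The lists covered between 7.59 Mb in no dox replicate 1 and 51.2 Mb in +dox replicate 3.

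Libraries of one condition did not resemble each other more than libraries of different conditions. The mean Jaccard index was 0.275 ± 0.118 (SD) over 6 pairs of the same group and 0.291 ± 0.114 (SD) over 9 pairs of different groups. Of the 10 splits of the 6 libraries, 5 gave a difference as high as the real split. The highest index was 0.439, between +dox replicates 1 and 2, and the next was 0.423, between no dox replicate 2 and +dox replicate 2.

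The consensus of the 3 no dox libraries held 9560 regions, the Core targets, and that of the 3 +dox libraries held 13908. Of the Core targets 8603 (90.0%) overlapped a +dox consensus region, and 957 did not. Of the +dox consensus regions 5361 (38.5%) overlapped no Core target and form the Expanded targets. Regions found with dox alone thus outnumbered regions found without dox alone by 4404. Among the 10 splits of the 6 libraries, 6 gave a difference as large, and in 10 of 10 the group that held +dox replicate 3 had more regions of its own. Of the Expanded targets 97.4% had a peak in +dox replicate 3, and 35.8% had one in all 3 +dox libraries. On the other side 53.1% had a peak in 1 no dox library and 46.4% in none. Likewise, of the 957 regions found without dox alone, 821 had a peak in 1 +dox library and 128 in none. When each list was shortened to its strongest 9389 peaks, the length of the shortest list, 1875 regions were found with dox alone and 1379 without dox alone. Without +dox replicate 3, 2091 regions were found with dox alone and 2554 without dox alone, where the +dox consensus needed both remaining libraries and the no dox consensus 2 of 3.

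**Figure D2:**
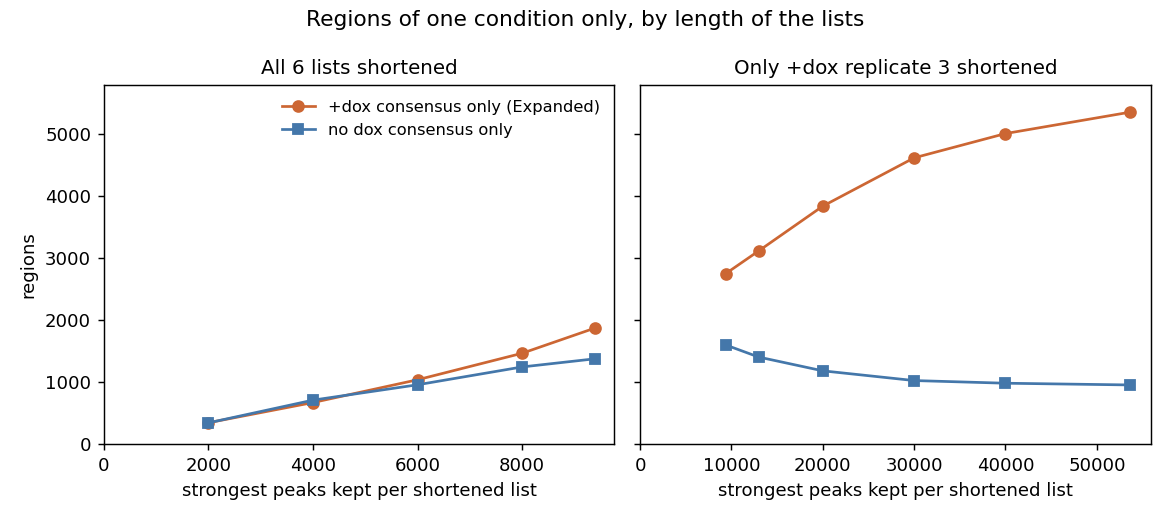
Regions found in the consensus of one condition only (vertical axis) against the number of strongest peaks kept per shortened list (horizontal axis), with all 6 lists shortened on the left and +dox replicate 3 alone on the right. At 9389 peaks kept, 1875 regions were +dox only and 1379 no dox only on the left, against 2755 and 1602 on the right.

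A stricter comparison, merged over all 6 lists, counted regions called in every library of one group and in no library of the other. There were 634 such regions for +dox and 5 for no dox, and among the 10 splits only the real one gave a difference as large. In 10 of 10 splits the group that held +dox replicate 3 had more such regions, by between 35 and 466 in the splits other than the real one. Heights were compared over the 4838 regions called in all 6 libraries. Their median maximum signal was 7.91, 9.48 and 5.57 CPM in no dox replicates 1, 2 and 3. In +dox replicates 1, 2 and 3 it was 17.43, 15.01 and 10.96 CPM, so the groups did not overlap. No test was run on these medians. CPM carries no spike-in scale, so they give no absolute amount of bound protein.

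Expanded peaks had lower height ranks than Core peaks within each +dox list. In +dox replicates 1, 2 and 3 the median height percentile was 65.3, 65.7 and 88.4 for peaks in Core regions and 29.7, 31.9 and 68.0 for peaks in Expanded regions. The mean difference was 29.9 percentile points, with Core higher in 3 of 3 libraries (exact two-sided sign-flip p = 0.25, the smallest the design allows, adjusted p = 0.6). Over the alternatives the difference ran from 24.8 points with the 3 of 3 rule to 32.7 points with ranks of total signal. Peaks found without dox alone also ranked below the other Core peaks of the no dox lists, with median percentiles of 21.4, 29.1 and 47.9 against 57.7, 67.4 and 70.0 in no dox replicates 1, 2 and 3.

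The share of peaks with CAGCTG asks whether the sites gained with dox carry the preferred E-box less often. It was 69.8%, 71.6% and 78.5% for Core peaks in no dox replicates 1, 2 and 3, and 45.6%, 55.4% and 61.3% for Expanded peaks in +dox replicates 1, 2 and 3. The means were 73.3% ± 4.60 and 54.1% ± 7.92 (SD, n = 3 each). The difference of 19.2 percentage points was larger than the spread in either group and the groups did not overlap (exact two-sided permutation p = 0.1, the smallest the design allows, adjusted p = 0.6). Counted over consensus regions, 76.4% of 9560 Core regions (95% Wilson interval 75.6 to 77.3%) and 62.7% of 5361 Expanded regions (61.4 to 64.0%) held CAGCTG. Windows of the same width moved by 10 kb held it in 54.6% of Core and 47.8% of Expanded regions. In windows of 100 bp each side of the maximum, which are alike in width for all peaks, the shares were 39.6% ± 1.67 and 29.7% ± 3.03 (SD, n = 3 each), a difference of 9.84 points. In such windows, peaks in the regions found without dox alone had a share of 30.1% ± 2.43 (SD, n = 3), which differed from that of Expanded peaks by less than the spread between libraries. In whole peaks extended by 100 bp it was 69.6% ± 6.93 (SD, n = 3), above the Expanded share, and 76.0% of the 957 regions found without dox alone held CAGCTG. When Core and Expanded peaks of equal height rank were compared in +dox replicates 1, 2 and 3, Core was higher by 15.3, 6.87 and 1.89 points in whole peaks. In the windows around the maximum the matched differences were 6.39, -0.778 and -5.58 points and had no common direction.

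**Figure D3:**
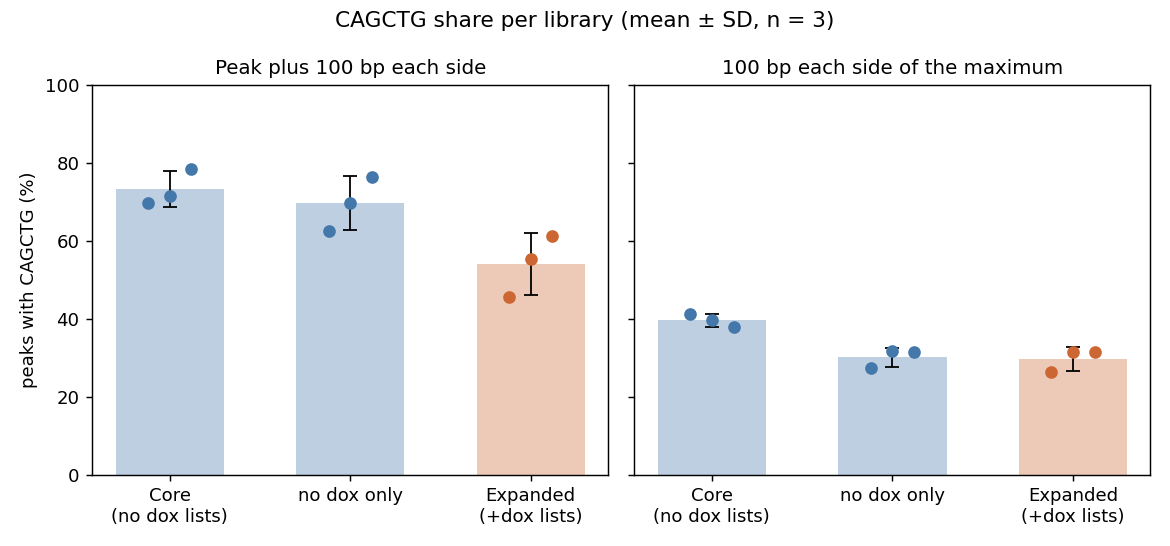
Percent of peaks with CAGCTG per library (points), with bars for the mean and error lines for the SD of 3 libraries, in whole peaks extended by 100 bp (left) and in windows of 100 bp each side of the maximum (right). Peaks found without dox alone lie near Expanded peaks on the right (30.1% and 29.7%) and above them on the left (69.6% and 54.1%).

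Promoter peaks made up 48.7% ± 4.95 of Core peaks in the no dox lists and 55.7% ± 6.46 of Expanded peaks in the +dox lists (SD, n = 3 each). The difference of -7.05 percentage points was larger than either SD, but the libraries of the groups overlapped (exact two-sided permutation p = 0.3, adjusted p = 0.6), and with lists of equal length it was 1.96. Counted over regions, 49.7% of Core, 53.1% of Expanded and 24.0% of the 957 regions found without dox alone lay at promoters.

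The 2 libraries numbered 3 stood apart from the other 4 in ways the groups do not explain. Their lowest total signal was 354 without dox and 336 with dox, against 837 to 904 in the others, their promoter shares were 30.7% and 22.1% against 48.2 to 58.9%, and the median GC content of their peaks was 52.7% and 51.5% against 57.9 to 62.1%. No label names a batch, and this grouping was seen in the tables. Within replicates 1 and 2 (2 libraries against 2) the differences were 1265 peaks, -175 bp in median width, 1680 regions of net gain, 31.8 points in height rank, 20.2 points in CAGCTG share and -7.79 points in promoter share. Within replicates 3 (1 against 1) the differences were 40258 peaks and -200 bp, and 1 library per group makes no consensus. With the Core and Expanded sets of all 6 libraries, replicates 3 differed by 20.4 points in height rank, 17.2 points in CAGCTG share and -9.07 points in promoter share. Over the 4 libraries numbered 1 and 2 the Pearson r with depth was -0.203 for peaks and 0.960 for median width, and the mean Jaccard index was 0.408 over 2 pairs of the same group and 0.403 over 4 pairs of different groups. Replicates 3 are too few for such values of r and similarity.

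The 5 Core regions with the highest mean height rank had mean percentiles of 99.9 or higher over the 6 lists, and each held CAGCTG. The first, on chromosome 13 from 55170851 to 55172950, was intergenic and lay 19261 bp from the start site of Fgfr4. It was the highest peak in 4 of the 6 lists. The second, on chromosome 7 from 99359201 to 99361450, lay 7087 bp from the start of Serpinh1. The others lay in introns of BC034090, Ccnd3 and AC166654.1. The 5 Expanded regions with the highest mean height rank, out of 635 Expanded regions called in 3 of 3 +dox and 0 of 3 no dox libraries, had mean percentiles between 79.2 and 83.1 in the +dox lists. The first, on chromosome 12 from 102190751 to 102191850 in an intron of Slc24a4, had percentiles of 81.6, 77.7 and 90.1 in +dox replicates 1, 2 and 3. The others lay in a UTR of Prss53, in an intron shared by Cacna2d4 and Lrtm2, between genes 60752 bp from the start of Axin2, and in an intron of Ccdc107.

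Of the 11 loci fixed in advance, each had a Core region, and only Cdh23 had Expanded regions. At Mef2a the region on chromosome 7 from 67372651 to 67374150, upstream of the gene, was called in all 6 libraries. Regions called in all 6 libraries also lay at Id3, Myod1, Mymk, Mymx, Cdh15, Cdh23, Itga3 and Mcam, margins included. At Mymx these were centred in an intron and a UTR of Slc29a1. At Mymk the region called in all 6 libraries, on chromosome 2 from 27078551 to 27079800, was intergenic. It lay upstream of Mymk and 203 bp from the start site of another gene. The region in an intron of Mymk, from 27069501 to 27070600, was called in 2 no dox and 3 +dox libraries. Cadm4 had 3 Core regions on chromosome 7. The one from 24481551 to 24482500, in its UTR, was called in 2 libraries of each group. The intergenic one from 24479451 to 24481000 was called in 2 no dox libraries and 1 +dox library. The one from 24506901 to 24508100, in an intron of Zfp428, was called in 2 no dox and 3 +dox libraries. At Myog the Core region on chromosome 1 from 134289501 to 134290650 was called in 3 no dox libraries and 1 +dox library. Its peak stood at percentile 99.9 in no dox replicate 2 and at 29.3 and 47.9 in no dox replicates 1 and 3.

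Cdh23 (chromosome 10 from 60302748 to 60696490) had 13 Core and 5 Expanded regions. Of the Expanded ones 2 were centred on coding exons and had a peak in no dox replicate 2. Of the 13 Core regions 11 reached within 50 bp of a coding exon at some point, a wider measure than the place of the centre. Of the Core regions 3 were called in all 6 libraries, starting at 60350601, 60373801 and 60378501 and centred in introns. No dox replicate 2 had 50 peaks in the gene, and 45 of their maxima lay within 50 bp of a coding exon, in a gene where such bases make up 4.33% of the length. Its peaks on exons had a median maximum signal of 68.6 CPM, and 40 of its peaks in Cdh23 stood in the uppermost 10% of its list. No dox replicates 1 and 3 had 7 and 13 peaks in the gene, and +dox replicates 1, 2 and 3 had 17, 9 and 32. Without no dox replicate 2 the gene had 3 Core and 9 Expanded regions, and 1 of the Core regions reached within 50 bp of a coding exon. The Expanded region on chromosome 10 from 60400301 to 60401000, in an intron of Cdh23 and Gm17455, was called in 3 of 3 +dox and 0 of 3 no dox libraries.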

Values the study reported

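The study reported 9350 reproducible MyoD1 peaks without dox and 13712 with dox. It counted 5310 peaks that were new with dox and named them expanded targets.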

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

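Of 102 recomputed values, 75 kept their direction and moved by less than 1 SD between replicates or, for counts of regions, stayed within 1.5 times, 22 moved further and 5 changed sign. That margin is wide where replicates differ: the difference in peaks per library fell to 3324 at the stricter common threshold. The 75 include differences in peaks, width, CAGCTG share and promoter share with the replicate number as a block, which equal the main ones by construction. The alternatives that shortened +dox replicate 3 alone, set 2 libraries against 2, or matched peaks on height rank were chosen after seeing the data. An equal length fixes the number of peaks per library, so that alternative gives no value for it. The smallest p allowed was 0.1, so no call could be gained or lost. Unless a cause is named, the cause was not tested.

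Leaving out one library at a time, the difference in peaks per library ran from 675 to 21238, the lowest without +dox replicate 3, and the difference in median width from -258 to -100.0 bp. The similarity difference ran from -0.0413 to 0.0108, the latter without +dox replicate 2. The no dox consensus ran from 5955 to 7566 regions and the +dox consensus from 9315 to 11819, where fewer regions follow from asking for both remaining libraries. Expanded targets ran from 2091 to 8197, the lowest without +dox replicate 3 and the highest without no dox replicate 2. The height rank difference ran from 25.7 to 31.1 points, the CAGCTG difference from 13.7 to 25.8 points, and the promoter difference from -18.5 to 1.60 points, the last without no dox replicate 3.

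With lists of equal length the +dox consensus fell to 8407 regions, Expanded targets to 1875 and the promoter difference changed sign to 1.96 points. Asking for 3 of 3 libraries gave 5588 no dox and 8897 +dox consensus regions and a promoter difference of -20.5 points. Under that rule 4031 regions were found with dox alone and 706 without dox alone. At the stricter common threshold 3872 regions were found with dox alone and 933 without dox alone. There +dox replicate 3 still had the longest list, with 17996 peaks. Expanded targets numbered 2485 when any peak in a no dox list excluded a region. They numbered 2755 with +dox replicate 3 shortened to the length of the shortest list, and 2909 when +dox replicates 1 and 2 were set against no dox replicates 1 and 2 with both libraries needed on each side. Against no dox replicates 1 and 3 the count was 4139, and against no dox replicates 2 and 3 it was 3601. The CAGCTG difference was 9.84 points in the fixed window, 3.79 points for any CANNTG, which nearly all peaks hold, 10.3 points after subtracting moved windows, 8.0 points when matched on height rank within the +dox lists, and 0.0116 points when matched in the fixed window, a mean over libraries that went both ways. The similarity difference became 1.93 percentage points when measured as the share of the shorter list. The difference in the width of the maximum-signal region was -16.7 bp.

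With the replicate number as a block, same-numbered libraries of different groups were paired. Deviations of same-numbered libraries from their group means had correlations of -0.0326, 0.108 and 0.0629, and 2 of these are near 0, so the numbers were not taken to pair the libraries. This measure does not rule out a tie: with equal lengths the Jaccard index of the 2 replicates 3, 0.421, was the highest that either had with any library. In this replicate block the differences in means cannot change, since each library has a partner, so their size is no sign of stability. The exact two-sided sign-flip p was 0.5 for peaks per library and 0.25 for width, CAGCTG and promoter share, where 0.25 is the smallest possible. The differences in median width within replicates 1, 2 and 3 were -200, -150 and -200 bp. In at least 2 of 3 same-numbered pairs 4192 regions were gained and 364 lost. Same-numbered pairs of different groups had a Jaccard index higher by 0.0769 than differently numbered ones.

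A region missing from a list was not called there under relaxed calling, which does not show that MyoD1 was absent.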

Other observations

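The tests on coding exons, on Myod1, on regions of one condition alone, on pairs of libraries, on gene number and on regions in 3 of 3 libraries were chosen after the results were seen. Counts over splits of the full lists and windows of one width were planned before the data were examined, but what they would show was written down only afterwards. The test of tall and low peaks on chromosomes 8 and 15 was set before its result was seen.

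Tall peaks in no dox replicate 2 followed the coding exons of 3 genes. Of its 279 peaks at or above percentile 98, 27 were absent or below percentile 80 in all other 5 lists, and the maxima of all 27 lay on coding exons, 26 in Cdh23 and 1 in Myog. Among its other 252 tall peaks the share on coding exons was 3.97%. No dox replicates 1 and 3 and +dox replicates 1 and 2 had 0 such peaks, and +dox replicate 3 had 39, of which 0 lay on coding exons. Of the 70 coding exons of Cdh23, 45 held a peak maximum in no dox replicate 2, where the next gene, Plec, had 5 of 41. Separate peaks also covered each of the 3 coding exons of Myog, the tallest at 208 CPM. The highest peak of the whole list, at 1324 CPM, lay over the first exon of Myod1 on chromosome 7 from 46376101 to 46377500, and the peak over its last exon, at 365 CPM, was in place 4. In the other 5 lists the highest Myod1 peak stood between place 189 and place 1631.

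Several explanations of the Cdh23 peaks were weighed. The untreated condition does not account for them, since no dox replicate 1 had 2 exons with a peak maximum. A long or deep list does not either, since +dox replicate 3, the deepest library, had 4. In no dox replicate 2 the maxima of 90.0% of peaks in Cdh23 (95% Wilson interval 78.6 to 95.7%) lay within 50 bp of coding exons, which take up 4.33% of the gene. A candidate explanation is reads from Cdh23, Myog and Myod1 sequence without introns, such as cDNA or expression plasmid, in that library. The study used an inducible Cdh23 construct in other lines, and the cells studied here carry an inducible Myod1 copy. Whether any further DNA of that kind reached this library was not tested. A search of the reads for exon junctions or vector sequence would decide it. Exons of Cdh23 also had peaks at lower heights elsewhere, with maxima on 7 exons in no dox replicate 3 and 11 in +dox replicate 1, so some Core and Expanded calls in this gene may rest on the same source. The region in its intron from 60400301 to 60401000 on chromosome 10 lies outside this pattern. At Myod1 the tagged locus and the inducible copy are shared by all 6 libraries, and the best place of a Myod1 peak in the other 5 lists was 189, so these do not account for places 1 and 4 in no dox replicate 2. In the other lists the parts of the Myod1 peaks that come from binding, from the inducible copy or from other DNA were not separated.

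Much of the net gain of regions with dox followed one library. In 10 of 10 splits of the 6 libraries the group that held +dox replicate 3, the deepest library with the longest list, had more regions of its own, and 6 of the 10 splits gave a net gain as large as the real one. A longer list is therefore a candidate source of a large part of the gain. That list is not the source of all of it. With both of 2 libraries needed on each side, +dox pairs that held replicate 3 had between 3433 and 5888 more regions of their own. Under the same rule, +dox replicates 1 and 2 still had between 1680 and 3174 more regions of their own than each pair of no dox libraries. Lengths differ among these lists too, and with equal lengths this gain was between 376 and 1571 regions. A pair across conditions shared about as many regions: no dox replicate 2 and +dox replicate 2 shared 9437, against 9315 for +dox replicates 1 and 2. With equal lengths the order of these counts turned, with 7071 and 7129, the latter the highest of the 15 pairs. The Jaccard index at equal lengths went the other way. It was highest for no dox replicate 2 and +dox replicate 2, at 0.486, against 0.482 for +dox replicates 1 and 2. Over all 6 libraries the net gain at equal lengths was 496 regions, and 2 of the 10 splits gave one as large. With the strongest 2000, 4000 and 6000 peaks of each list the net gain was 2, -39 and 81 regions. A list of fixed length would also hide a true rise in the number of bound sites, so that value does not speak against one. For regions in 3 of 3 libraries of one group and 0 of 3 of the other, 1 of the 10 splits, the real one, gave a difference as large, but in 10 of 10 the group with +dox replicate 3 had more of these regions as well. For similarity within groups 5 of the 10 splits gave a difference as high. Since 10 splits cannot give a share under 0.1, chance and dox cannot be told apart by these counts. More binding at raised MyoD1 levels stays open as a biological explanation. The study's evidence for it also included raised CUT and RUN signal at core and expanded targets and single-molecule tracking. These counts do not address that evidence. Over regions called in all 6 libraries, median maximum signal in CPM was higher in each +dox library than in any no dox library.

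Whether the lower CAGCTG share of Expanded targets may belong to weak peaks of either condition stayed open. Width alone does not account for it, since 9.84 points of difference stayed in windows of one width. In those windows the share in regions found without dox alone was within 0.394 points of that in Expanded regions. Other values go against that explanation. In whole peaks extended by 100 bp the regions found without dox alone had 69.6% and Expanded regions 54.1%. Widths were not alike there: median region widths were 1200 bp without dox alone and 1000 bp for Expanded. Windows of the regions' width moved by 10 kb held CAGCTG in 53.4% and 47.8%, so part of that gap may come from width. Counted over regions, 76.0% of those found without dox alone held CAGCTG, close to the 76.4% of Core. Peaks of equal height rank in whole peaks differed by 8.0 ± 6.76 points (SD, n = 3), at 15.3, 6.87 and 1.89 in the 3 +dox libraries. Values that go with it stand beside these. In windows of one width the difference at equal height rank was 0.0116 ± 6.02 points (SD, n = 3), with no common direction. In those windows the share was also higher in the tallest 10% of each list (53.9 to 69.1%) than in the lowest 10% (16.0 to 22.3%) in 6 of 6 libraries. Peaks that lie near the calling threshold could be low in CAGCTG because they are low-affinity sites or because more of them are background, and the wild-type libraries that could separate these were not analysed here.

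Chromosomes 8 and 15 held more peaks than their share of genes. They carry 8.39% of protein-coding genes and between 12.9% of peaks in +dox replicate 1 and 17.7% in no dox replicate 3, and in each of the 6 libraries they were the 2 chromosomes with the most peaks per gene. Gene number thus does not account for it. Extra copies of these chromosomes in this line are a possible explanation. It was expected to give low peaks a larger share on both than tall peaks in each library. The lowest 50% of peaks had a larger share than the tallest 10% in 4 of the 6 libraries, so the test did not decide. No biological explanation was tested.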
